# Dynamic network biomarker identifies *cdkn1a*-mediated bone mineralization in the triggering phase of osteoporosis

**DOI:** 10.1038/s12276-022-00915-9

**Published:** 2023-01-04

**Authors:** Weiming Guo, Peng Jin, Ruomei Li, Lu Huang, Zhen Liu, Hairui Li, Ting Zhou, Bing Fang, Lunguo Xia

**Keywords:** Gene ontology, Predictive markers

## Abstract

The identification of predictive markers to determine the triggering phase prior to the onset of osteoporosis is essential to mitigate further irrevocable deterioration. To determine the early warning signs before osteoporosis, we used the dynamic network biomarker (DNB) approach to analyze time-series gene expression data in a zebrafish osteoporosis model, which revealed that cyclin-dependent kinase inhibitor 1 A (*cdkn1a*) is a core DNB. We found that *cdkn1a* negatively regulates osteogenesis, as evidenced by loss-of-function and gain-of-function studies. Specifically, CRISPR/Cas9-mediated *cdkn1a* knockout in zebrafish significantly altered skeletal development and increased bone mineralization, whereas inducible *cdkn1a* expression significantly contributed to osteoclast differentiation. We also found several mechanistic clues that *cdkn1a* participates in osteoclast differentiation by regulating its upstream signaling cascades. To summarize, in this study, we provided new insights into the dynamic nature of osteoporosis and identified *cdkn1a* as an early-warning signal of osteoporosis onset.

## Osteoporosis: finding the earliest signs

New techniques that allow researchers to visualize gene network activation in time-lapse have revealed a key gene implicated in the earliest phase of osteoporosis. Osteoporosis affects millions worldwide, but most cases are only diagnosed after a bone has been broken and significant bone loss has already occurred. A method for detecting the pre-disease phase could help in preventing severe disease. Weiming Guo at Shanghai Jiao Tong University, China, and co-workers mapped gene activation over time to detect the genes involved in the very first stages of osteoporosis. They identified a key gene, *cdkn1α*, and determined that it suppresses bone formation when osteoporosis begins. Deleting the gene in zebrafish, a model organism for studying osteoporosis, improved bone mineralization. These results may help both in identifying patients with earliest-stage osteoporosis and in developing better treatments.

## Introduction

Osteoporosis, characterized by decreased bone mass, increases the risk of bone fracture, thereby substantially decreasing quality of life^1^. Osteoporosis can be divided into primary and secondary osteoporosis. Primary osteoporosis may result from aging or estrogen deficiency, and secondary osteoporosis may be caused by chronic treatment with glucocorticoids or other factors^2–4^. According to the World Health Organization, in 2000, an estimated 9.0 million (0.18%) individuals suffered from osteoporotic fractures globally^5^. Furthermore, many osteoporosis patients are not diagnosed until the occurrence of bone fractures^3^. It was reported that three-quarters of women experiencing a fracture did not meet the current clinically used guidelines for osteoporosis screening^6^. Accordingly, a greater understanding of the pathogenesis and molecular mechanisms that contribute to irrevocable osteoporosis remains a high priority, not only for preventing the initiation of osteoporosis from the predisease state but also for developing therapeutic approaches to treat osteoporosis patients.

The development and formation of osteoporosis is a dynamic process. Although several potential genes and proteins can be applied in the diagnosis of osteoporosis, it is challenging to establish the triggering phase prior to osteoporosis initiation for early diagnosis and intervention. The nondisease (normal) phase and the predisease stage are remarkably different dynamically, so it should be possible to establish dynamic markers (instead of traditional static markers) for forecasting the predisease phase of osteoporosis^7^. Herein, we employed a mathematical approach, namely, the dynamic network biomarker (DNB) model, to determine the predisease phase or triggering phase by assessing the dynamic omics information from animal models^8^. Compared with traditional biomarkers, which detect the disease state based on the differential expression of molecules, a major advantage of the DNB method is its ability to identify the triggering phase in disease progression.

Although murine animal models of osteoporosis have been used for many years, they have numerous disadvantages, such as long lead times, high costs, and high labor intensity. However, zebrafishes have recently been identified as an optimal model for observing skeletal development because of their small size, transparency, easy rearing, and short generation time. Numerous studies have shown that the hormonal response of zebrafish to glucocorticoids is similar to that of humans, which provides an attractive nongenetic model for bone formation and mineralization^9,10^. In previous research, the larval zebrafish model of glucocorticoid-induced osteoporosis has been widely used as a proven model^11,12^. To directly determine and quantify the dynamics of osteoporosis, we specifically adopted a transgenic zebrafish called the Tg (*Ola. Sp7: nlsGFP*) zebrafish. Its bone tissue expresses green fluorescent protein (GFP) under the control of the osterix (*sp7*) promoter, which is a preosteoblast intermediate marker^12,13^. By analyzing the time-series whole-genome expression profiles of zebrafish osteoporosis samples based on the DNB approach, we identified drastic changes on the 6th day after the addition of dexamethasone (DEX), which corresponded to the predisease state. Furthermore, we discovered several DNB members that play a precursor role in initiating osteoporosis in zebrafish models and, hence, can be used as predictive biomarkers for osteoporosis.

In this study, we established the DNB approach to estimate the critical transition in osteoporosis, and we provide novel insights into the molecular pathology of osteoporosis on the basis of dynamics and networks. Of note, we identified cyclin-dependent kinase inhibitor 1 A (*cdkn1a*) as a dynamic signature. The CRISPR/Cas9 gene editing technique (where CRISPR denotes clustered regularly interspaced short palindromic repeats and Cas9 denotes CRISPR-associated protein 9) was used to further elucidate the role of *cdkn1a* in zebrafish osteoporosis, and the results identified *cdkn1a* as an early-signaling indicator of the onset of osteoporosis.

## Materials and methods

### Zebrafish husbandry

We reared and maintained wild-type (WT) and Tg (*Ola.Sp7: nlsGFP*) zebrafish following standard protocols. Transgenic lines were reported previously^14^. We reared adult zebrafish under recirculating water conditions at 14/10 h light/dark (L/D) phases at 28 °C. We fed the zebrafish three times a day. To generate embryos, we paired the male zebrafish with females in the evening, with spawning occurring the following day within 1 h after turning the lights on.

### Establishment of the osteoporosis model

The basis for the rapid induction of osteoporosis by glucocorticoids in zebrafish lies in the fact that ossification of the craniofacial skeleton in zebrafish starts at ~3 days post-fertilization (dpf)^14–19^, and the cephalic bones develop between 3 and 9 dpf^13,20^. Several studies have found that osteoporosis in zebrafish larvae induced by glucocorticoids can be evident within 5 days^10,12,13,16,21,22^. Based on the above evidence, in our study, we exposed the Tg (*Ola.Sp7: nlsGFP*) transgenic zebrafish larvae to DEX continuously for 5 days from Day 3 to Day 7, and we inoculated the sibling larvae with dimethyl sulfoxide (DMSO) to serve as the controls. The concentration of DEX used in the experiment was 10 µM, which is nontoxic and effective, as reported in several previous studies^11,13,22–24^. We reared all zebrafish larvae in culture dishes and changed the treatment solutions daily until the sampling time.

### Whole-mount skeletal staining

First, the larvae were fixed in 2% PFA overnight and then rinsed in egg water. Next, the larvae were stained overnight in 0.5% Alizarin red stain solution and then bleached with 1.5% hydrogen peroxide/1% KOH at room temperature for 20 min, followed by rinsing overnight twice with 50% glycerol/0.25% KOH. We employed a stereomicroscope (Nikon, SMZ25, Japan) to acquire images. Finally, we analyzed the digital images for quantification and comparison of the stained area and staining density.

### Imaging and evaluation of bone mineralization

We employed a stereomicroscope (Nikon, SMZ25, Japan) to image the Tg (*Ola.Sp7: nlsGFP*) transgenic zebrafish. Similar parameters were used in the process of imaging all zebrafish from the same set of experiments. For transgenic fish, we first inverted the fluorescent images to grayscale images. Afterward, we determined the fluorescent area and integrated optical density (IOD), which reflected the degree of mineralization and bone mineral density. All image processing was performed using ImageJ software.

### RNA-sequencing (RNA-seq) and analysis

We collected samples treated with DEX, as well as those from WT and cdkn1a^Cas9/sgRNA^ crispants, at 3, 4, 5, 6, and 7 dpf to perform RNA-seq. Samples were from whole larvae. Total RNA was extracted and purified with TRIzol (Invitrogen, Carlsbad, CA, USA) as described by the manufacturer. RNA quantity and purity were determined with a NanoDrop ND-1000 (NanoDrop, Wilmington, DE, USA) and Bioanalyzer 2100 (Agilent, Santa Clara, CA, USA). Only RNAs with a high RNA integrity number (RIN > 7) were selected and used for subsequent sequencing. Sequencing (150-bp paired-end reads) was performed on the Illumina Novaseq™ 6000 (LC-Bio Technology Co., Ltd., Hangzhou, China). Trim-Galore was utilized to remove the adapter sequences, and then, the clean reads were aligned with STAR (v2.7.8) and quantified with HT-Seq (v0.13.5) using the GRCz11 zebrafish assembly. The differential expression assessment was conducted using the DESeq2 package. DEGs used for unsupervised hierarchical clustering were generated using five two-class comparisons (D3 vs. other, D4 vs. other, D5 vs. other, D6 vs. other, and D7 vs. other). Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analyses were carried out using Metascape. Gene set enrichment analysis (GSEA) and gene set variation analysis (GSVA) were performed using clusterProfiler and GSVA packages, respectively. The total genes of “osteoblast differentiation” and “osteoclast differentiation” are shown in Supplementary Table 5. Based on the osteoblastic/osteoclastic differentiation pathway signatures obtained from the GO, we first scored all the zebrafish samples using GSVA. Next, the GSVA scores of zebrafish samples at the indicated timepoints (D3 to D7) were visualized. The microarray expression data of mesenchymal stem cell populations in primary osteoporosis and healthy donors were obtained from GSE35959, and differential expression was determined using the limma package. The RNA-seq data generated in this study have been deposited at Gene Expression Omnibus (GEO) under accession code GSE194301.

### DNB analysis

The development of osteoporosis can be modeled by three stages: (1) the nonosteoporosis phase with high robustness and resilience to perturbations; (2) the preosteoporosis phase, which is typified by low robustness and resilience given its critical dynamics but is still revertible to the nonosteoporosis phase with specified treatments; (3) and the osteoporosis condition, which is another stable state with high robustness and resilience and is thus a challenge to revert to the nonosteoporosis condition even with advanced treatments. On the basis of nonlinear dynamic theory, when the system is approaching the triggering phase, there is a predominant group of genes consisting of DNBs satisfying the following three criteria:

(1) Standard deviations (*SD*_*in*_) of genes in this group are dramatically high;

(2) The Pearson correlation coefficients (*PCC*_*in*_) of genes in this group are remarkably higher than those of others;

(3) Pearson correlation coefficients between genes in this group and others (*PCC*_*out*_) are markedly reduced.

The quantification metric (*CI*: criticality index) considers all three criteria and is widely utilized as the numerical signal in the DNB approach:

$$CI = \sqrt {size} \frac{{PCC_{in}}}{{PCC_{out}}}SD_{in}$$

where *size* is the number of genes, *SD*_*in*_ is the average standard deviation of all genes in the DNB group, *PCC*_*in*_ is the average PCC of all gene pairs in the DNB group (absolute value), and *PCC*_*out*_ is the average PCC of molecule pairs between the dominant group and others (absolute value).

### Ranking scheme for DNB members

We comprehensively ranked the DNB genes according to the integrated importance index considering two priorities. First, we ranked DNB genes for their significance at the network level. Briefly, we mapped the DNB genes into a molecular network and calculated the network degree of each DNB gene. Then, we normalized the degree of each DNB gene to the total number of links among all DNB genes (index one). Next, we ranked DNB genes according to their roles at the biological cascade level. We counted the number of KEGG cascades in which each DNB gene was involved, and we then ranked the DNB genes in descending order. In this study, we considered 185 pathways obtained from the Molecular Signatures Database. We also normalized the pathway degree of each DNB gene to 185 and represented it as a percentage (index two). Finally, we generated an integrated index combining index one and index two for comprehensively ranking the DNB genes.

### sgRNA design, synthesis and microinjections

All single guide RNAs (sgRNAs) were selected from the priority targets determined by CHOPCHOP software (http://chopchop.cbu.uib.no/) and were designed based on the beginning of exon 2 of *cdkn1a* (Supplementary Table 1 and 2)^25^. PCR with the pYSY-gRNA vector (YSY, China) was used to amplify the sgRNA templates, and then the MAXIscript In Vitro Transcription kit (Ambion, Austin, TX, USA) was used to synthesize sgRNAs^26^. Four chosen pooled sgRNAs were mixed with Cas9 protein reconstituted in nuclease-free water, incubated at 37 °C for 5 min, and then microinjected into the one-cell stage of zebrafish embryos. The final injection amounts for each embryo were 400 ng of Cas9 protein and 250 ng of sgRNA pool.

### mRNA synthesis and microinjections

To synthesize mRNA, we cloned the full-length coding sequence of *cdkn1a* by RT‒PCR based on cDNAs derived from zebrafish embryos. We then subcloned the PCR products into the pXT-7 vector in the direction of the T7 promoter^26^. The mMESSAGE mMACHINE T7 Ultra Transcription Kit (Ambion, Austin, TX, USA) was used to synthesize cap and tail *cdkn1a* mRNAs in vitro, followed by microinjection into the one-cell stage of zebrafish embryos. The final injection amount for each embryo was 50 pg of *cdkn1a* mRNA.

### Identification and screening of *cdkn1a*-mutant zebrafish

To establish a pure knockout line, we collected fertilized eggs and performed microinjections when the embryos were in the single-cell stage, thoroughly mixing Cas9 mRNA and *cdkn1a*-active sgRNA before injection (Supplementary Fig. 4a). Then, we selected the same batch of injected F0 embryos with a high knockout efficiency and survival rate to grow to sexual maturity and identified the genotype by sequencing. We mated the screened positive F0 zebrafish with WT zebrafish and then fed the F1 embryos as usual until they were more than 2 months old for genotyping to obtain the knockout mutant F1 generation. We inbred F1 zebrafish carrying the same mutation to obtain the F2 generation, and genotype identification of the F2 generation screened out *cdkn1a* homozygotes. The screening process is shown in Supplementary Fig. 4b.

### Real-time PCR

We employed the RNAiso Plus reagent (TaKaRa, 9108, Japan) to isolate total RNA, and we generated cDNA from the RNA with the PrimeScript RT reagent Kit (TaKaRa, RR420A, Japan). Next, we utilized the SYBR Green-based real-time detection approach to perform q-PCR on the ABI system. We employed the 2^−ΔΔCt^ approach to determine relative mRNA expression. Beta-actin served as the normalization gene. The PCR oligonucleotide primers are listed in Supplementary Table 3.

### Statistical analysis

We replicated all experiments at least three times and reported the data as the mean ± SD. Statistical analysis was performed with GraphPad Prism V.8 software (San Diego, CA, USA). Differences between the two groups were tested with Student’s *t*-test. Multiple groups were compared using one-way ANOVA. *P* < 0.05 indicated statistical significance.

## Results

### Osteoporosis in a zebrafish model

To mimic osteoporosis progression in patients, we used the zebrafish larva glucocorticoid-induced osteoporosis model, which is labeled with the stable fluorescent protein Sp7. This zebrafish model has been frequently used to discover distinct biomarkers for osteoporosis. We created the zebrafish model as shown by the flowchart in Fig. 1a. Given previous reports about this widely used DEX-induced model (Methods section) and our results from fluorescence assessment and whole-mount skeletal Alizarin red staining (ARS) histopathology (Fig. 1b–e), we demonstrated that the zebrafish larva osteoporosis model was successfully established at 7 dpf after incubation with 10 µM DEX. GSEA of differentially expressed genes (DEGs) with DEX treatment showed prominent downregulation of osteoblast differentiation and upregulation of osteoclast differentiation (Fig. 1f), suggesting the impairment of osteogenic differentiation and activation of osteoclast differentiation. GSVA revealed dynamic changes in osteoblast/osteoclast pathway activities after DEX treatment and showed that a turning point occurred on Day 6 (D6) (Fig. 1g). Collectively, these results suggested that osteoporosis emerges from dynamic cellular transition in which complex molecular networks are rewired to adapt to the disease environment.

**Fig. 1:**
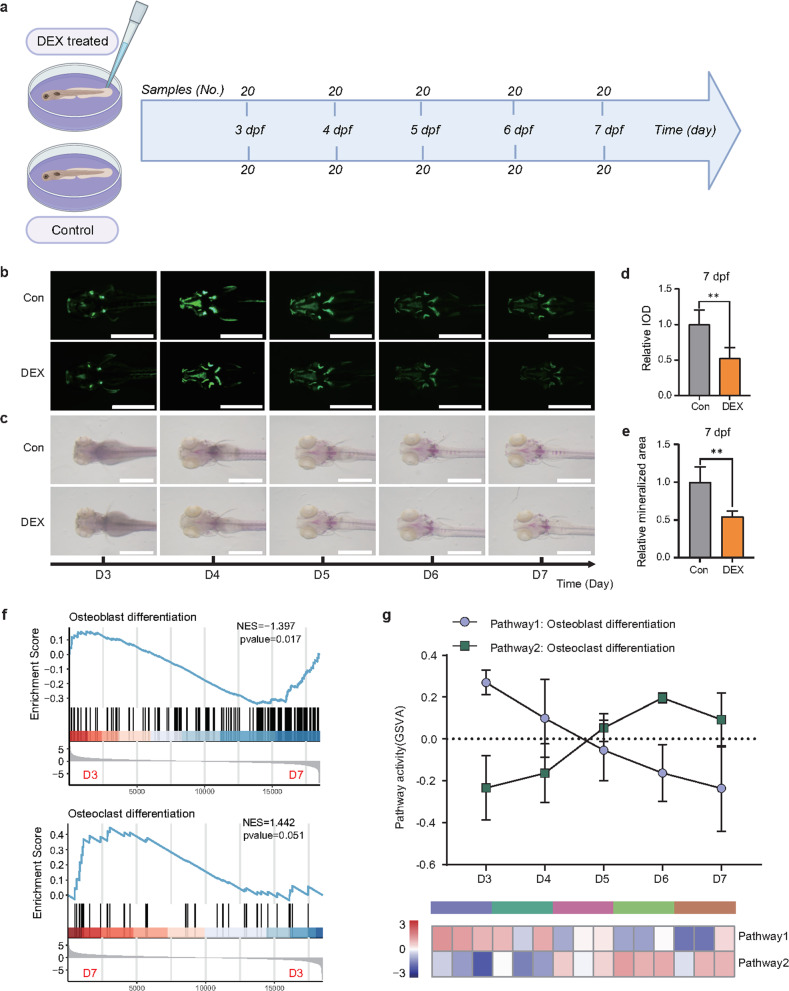
Zebrafish larva glucocorticoid-induced osteoporosis model. **a** The flowchart demonstrates the process of establishing a zebrafish osteoporosis model. Zebrafish larvae (*n* = 20) were exposed to 10 µM dexamethasone (DEX) from D3 to D7. **b** Fluorescence images in each of the osteoporotic zebrafish labeled with sp7 from D3 to D7 after the addition of DEX. Scale bars: 1 mm. **c** Alizarin red staining images in each of the osteoporotic zebrafish from D3 to D7 after the addition of DEX. Scale bars: 1 mm. **d**, **e** Semiquantitative analysis of the mineralized area and integrated optical density (IOD) at 7 days post-fertilization (dpf). **f** Gene set enrichment analysis (GSEA) of the osteoblastic (upper panel)/osteoclastic (bottom panel) differentiation signature was performed from the transcriptomes of the DEX-treated zebrafish obtained from D3 and D7. **g** The gene set variation analysis (GSVA) algorithm estimates the variation in osteoblastic/osteoclastic differentiation pathway activity over that of the DEX-treated zebrafish obtained from D3 to D7. **P < 0.01, Student’s *t*-test.

### Dynamic gene expression during osteoporosis

A whole-genome expression pattern is expected to show the instant state of complex biological processes. Therefore, to comprehensively characterize the condition specificity in the progression of osteoporosis, we first established 7344 DEGs across different timepoints via diverse comparisons (false discovery rate < 0.05, Supplementary Table 4). 

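Whole larvae exposed to 10 µM DEX, a synthetic glucocorticoid, were sequenced as 3 libraries on each of 5 days, D3 to D7. The paper's methods count these days from fertilization, whereas the sample labels count them from the addition of DEX. The authors trimmed the reads with Trim-Galore, aligned them to the GRCz11 assembly with STAR and counted them on genes with HT-Seq. They deposited the raw counts of 32520 Ensembl genes, without normalization. The paper's text does not name the annotation release or the strand setting of the counting. Between 13685297 and 21812411 reads per library were counted on genes. The median total was 15604710 on D3, 15444248 on D4, 16473269 on D5, 15367602 on D6 and 13854596 on D7. No vehicle-treated library of these days was analysed here, so a difference between days contains normal larval development as well as the exposure. Counts were scaled with the TMM method, and the 21750 genes that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment. The tables list genes by Ensembl identifier and do not pair the identifiers with gene names, so the genes named in the paper were not analysed here. The libraries of each day carry the letters a, b and c, which were read as replicates 1, 2 and 3. Libraries of different days with the same letter deviated together from their day means, with a mean correlation across genes of 0.422 over 30 pairs of libraries. Among the c libraries this mean was 0.558. Results with the letter as a replicate block in the model are therefore given beside those without it.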

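Each day was compared with the other 4 days, as in the paper's methods, and a gene was counted once if any of the 5 comparisons gave an adjusted p-value below 0.05 in edgeR's quasi-likelihood test. This gave 1729 DEGs. D3 against the other days contributed 1716 of the calls, with 958 genes higher and 758 lower on D3. D7 contributed 13 calls, with 11 genes higher and 2 lower. D4, D5 and D6 each gave 0 genes, beside 1208, 215 and 1559 genes at an unadjusted p-value below 0.05. With the replicate block, the number of DEGs was 3071, which included 1719 of the 1729. Among the alternatives set before the data were examined, the number was lowest without the a or the b library of D3, at 26. It was highest, at 5128, in a five-group model in which each day was contrasted with the mean of the others, with 255 genes for D6. In that model D3 had 4018 genes, with 2409 higher and 1609 lower, D7 had 2876 and D4 had 509. With the replicate block added to that model, a choice made after seeing the data, D6 had 1633 genes and D4 had 1557. DESeq2, the package of the paper's methods, gave 4914 DEGs, which included 1728 of the 1729. With DESeq2, D3 had 3435 genes, with 1568 higher and 1867 lower on D3, D7 had 2015, with 874 higher and 1141 lower on D7, and D4 had 19. D5 and D6 had 0, beside 352 and 1996 at an unadjusted p-value below 0.05. The part of Supplementary Table 4 at hand lists the first 1999 of the paper's DEGs in the order of their identifiers. Over the same range of identifiers, 480 genes were called here and 477 of them are in that table. DESeq2 called 1297 genes in this range, of which 1237 are in the table. With the replicate block, 826 genes were called in this range, of which 729 are in the table. The five-group model with this block, chosen after seeing the data, called 2147, of which 1776 are in the table.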

Then, unsupervised hierarchical clustering based on these determined DEGs roughly grouped the zebrafish samples at the five time points (D3, D4, D5, D6, D7) into two independent clusters (Fig. 2a), with one mainly consisting of all samples at the third and 4th days after incubation with DEX and the other including all samples on D5, D6, and D7. This finding showed that these zebrafish from D3 to D7 exhibited advancement from a nonosteoporosis phase to an osteoporosis phase. 

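Hierarchical clustering of the 15 libraries was repeated on the 1729 DEGs, with gene-wise z-scores of log2 CPM (counts scaled to the size of the library), Euclidean distance and complete linkage. The paper's text does not name the distance or the linkage. When the tree was divided into 2 branches, 1 branch held 4 libraries, namely the 3 D3 libraries and the c library of D4. The other branch held 11 libraries, namely all libraries of D5, D6 and D7 with the a and b libraries of D4. Thus 13 of the 15 libraries fell as in a division between D3 with D4 and D5 to D7. With 1 minus the Pearson correlation as distance, all 15 libraries fell that way. With average or Ward linkage, 11 did, and 1 branch then held only the a and b libraries of D3. After removal of the replicate block from the expression values, 12 did. With the 1000 most variable genes in place of the DEGs, 13 did. D3 against the other days gave 1716 of the calls behind the 1729 DEGs, so the choice of genes favoured a tree that parts D3 from later days.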

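The ends of the course differed widely. Between D7 and D3, 5493 genes had an adjusted p-value below 0.05 (edgeR's quasi-likelihood test, five-group model of all 15 libraries), of which 2563 were higher and 2930 lower on D7. The replicate block raised this number to 7930, and 5490 of the 5493 genes were among them, all with the same direction. The gene ENSDARG00000100504 rose from 0.457 ± 0.374 CPM (SD, n = 3) on D3 to 68.0 ± 18.4 CPM (SD, n = 3) on D7. Its log2 fold change was 7.17 (standard error 0.86, adjusted p = 0.0001 from edgeR's quasi-likelihood test). The gene ENSDARG00000104540 had 52.6 ± 36.2 CPM (SD, n = 3) on D3 and 0.214 ± 0.242 CPM (SD, n = 3) on D7. Its log2 fold change was -7.87 (standard error 0.93, adjusted p = 9.13e-05 from the same test). With each library left out in turn, the log2 fold change of the former stayed between 6.78 and 8.08 and that of the latter between -9.29 and -7.43.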

Of note, the three samples from the 6th day did not cluster into one group (labeled in red, Fig. 2a), which indicated that zebrafish at this time point (D6) could be in the critical preosteoporosis stage.

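In the clustering tree, the smallest branch that held all 3 D6 libraries held 6 libraries, the other 3 being those of D7. With the 1000 most variable genes in place of the DEGs, this branch held 11 libraries. The D6 libraries were also compared directly, by the root mean square difference in log2 CPM over the 21750 genes. The a and b libraries of D6 differed by 0.462. The c library of D6 differed from the a library by 1.14 and from the b library by 1.05. The a and b libraries differed least on every day. They differed by between 0.391 and 0.462 on the 5 days, whereas the smallest difference between a c library and another library of its day was 0.806, on D4. On D7 the c library differed from the a library by 1.1 and from the b library by 1.13.

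**Figure D1:**
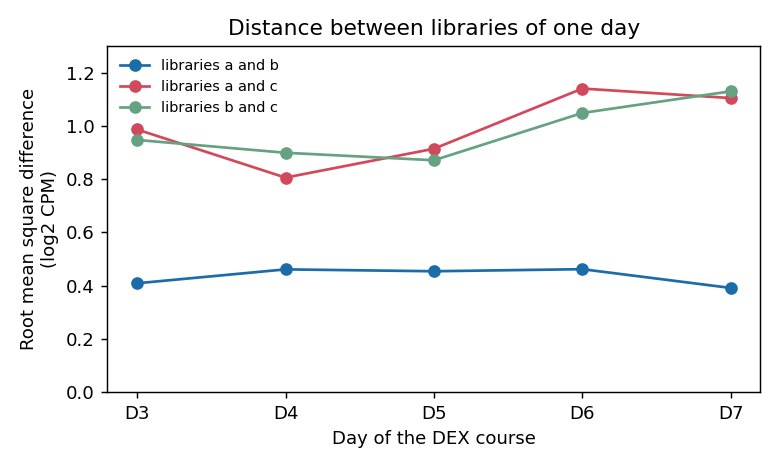
Root mean square difference in log2 CPM between the libraries of each day (vertical axis) against the day of the DEX course (horizontal axis). Each point is 1 pair of libraries and each line joins the same pair of letters over the days. The a and b libraries lie between 0.391 and 0.462 on all days, and the pairs with a c library lie at 0.806 or above.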

**Fig. 2:**
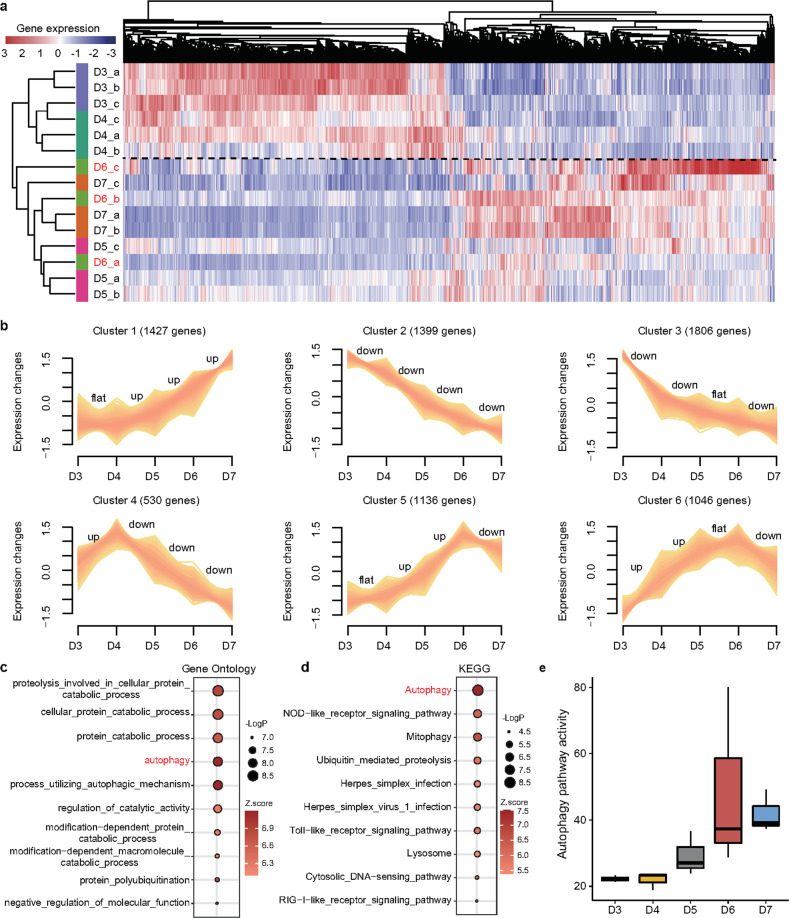
Dynamic changes in gene expression during the progression of osteoporosis. **a** The heatmap shows unsupervised hierarchical clustering analysis based on differentially expressed genes (DEGs) among the five groups. The zebrafish on D6 after the addition of DEX were not concentrated but scattered, suggesting that the zebrafish were in a special and different state from other time points. **b** The series of graphs show the dynamic changed patterns in DEGs from D3 to D7 by Mfuzz. **c**, **d** Functional enrichment of the DEGs was summarized using (**c**) annotated Gene Ontology (GO) terms and (**d**) Kyoto Encyclopedia of Genes and Genomes (KEGG) pathways. **e** Quantitative assessment of the activity of autophagy in the DEX-induced osteoporosis zebrafish.

To further illustrate the dynamic changes in gene expression levels during the progression of osteoporosis, we clustered the DEGs into six profiles (Cluster 1, …, Cluster 6) with the Mfuzz package (Fig. 2b). Cluster 1 and Cluster 2 genes were monotonically and continuously upregulated and downregulated from D3 to D6 after the addition of DEX. 

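The day means of the 1729 DEGs were standardized per gene and grouped by fuzzy c-means into 6 clusters, with the fuzzifier (2.04) estimated by the formula that Mfuzz uses. The clusters are numbered here by the day of their highest centre and do not carry the paper's numbers. Centres are in SD units of the standardized day means. A cluster of 398 genes fell on every day, from 1.39 on D3 to -1.15 on D7. A cluster of 338 genes also fell on every day, from 1.46 on D3 to -0.80 on D6 and -0.89 on D7. The only cluster that rose on every day held 266 genes, with a centre of -1.45 on D3, 0.71 on D6 and 0.96 on D7.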

Cluster 3 genes were dramatically downregulated from D3 to D4 and steadily downregulated from D4 to D7, whereas genes in Cluster 4 were remarkably upregulated from D3 to D4 and dramatically downregulated from D4 to D7. 

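The steepest fall between D3 and D4 belonged to a cluster of 224 genes, whose centre went from 1.62 on D3 to 0.15 on D4, -0.45 on D5, -0.72 on D6 and -0.61 on D7. The steepest rise between these days belonged to a cluster of 189 genes, whose centre went from -1.69 on D3 to 0.39 on D4. It was highest on D5, at 0.65, and then fell to 0.47 on D6 and 0.17 on D7. Among these clusters, no centre was highest on D4, and nearly all of these DEGs had been called by their difference between D3 and the other days. With the DEGs of DESeq2, a cluster of 572 genes was highest on D4, with a centre of 0.80 on D3, 0.85 on D4, 0.24 on D5, -0.56 on D6 and -1.34 on D7. With the 3071 DEGs of the model with the replicate block, no cluster was highest on D4.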

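Of the 6 clusters of the 1729 DEGs, 1 had its highest centre on D6. It held 314 genes, which is 18.2% of the DEGs, and its centre was -1.65 on D3, -0.10 on D4, 0.47 on D5, 0.65 on D6 and 0.63 on D7. Gene by gene, the day mean was highest on D6 for 245 DEGs and on D7 for 347. The DEGs of the model with the replicate block, 3071 in number, gave 550 genes in clusters highest on D6, and those of DESeq2 gave 0. Without the b library of D6, or without the c library of D7, 0 genes were in such a cluster.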

Genes in Clusters 5 and 6 gradually increased at different rates and reached their highest levels on D6. These results further supported the notion that the development of osteoporosis was not gradual but instead was nonlinear with multiple drastic transitions. 

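Successive days were compared in the five-group model with edgeR's quasi-likelihood test. At an adjusted p-value below 0.05, 41 genes differed between D3 and D4, of which 40 were higher and 1 lower on D4. Between D4 and D5, 2 genes differed, both higher on D5. Between D5 and D6, and between D6 and D7, 0 genes differed, beside 1313 and 907 genes at an unadjusted p-value below 0.05. With the replicate block, the numbers were 133 between D3 and D4, 61 between D4 and D5, 42 between D5 and D6 and 2 between D6 and D7. With DESeq2 they were 243, 101, 106 and 22 in the same order. Between D3 and D4, 123 genes were higher and 10 lower on D4 with the block, and 208 and 35 with DESeq2. Between D4 and D5, 34 were higher and 27 lower on D5 with the block, and 44 and 57 with DESeq2.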

To determine the functional pathways that the DEGs were involved in during the development of osteoporosis, we performed GO and KEGG cascade enrichment analyses. The DEGs were strongly enriched in processes related to autophagy (Fig. 2c and d). GSVA also demonstrated the continuous activation of the autophagy pathway during the osteoporosis process (Fig. 2e). Hence, our findings were consistent with previous studies showing that the autophagic pathway was involved in the development of osteoporosis^27^.

### Identifying the triggering phase of osteoporosis by dynamic network biomarker (DNB) analysis

The DNB nonlinear dynamic approach was expected to determine the triggering phase of the stage shift in the progression from nonosteoporosis to osteoporosis (Fig. 3a). We defined the triggering phase as an initial transition state from preosteoporosis to osteoporosis rather than a specific time point. The three criteria for DNB molecules are briefly summarized in Fig. 3b (Methods section). Particularly, as illustrated in Fig. 3c, from the reported time-course expression profile during the 5 days, we established the triggering phase as well as DNB members (*n* = 473) around D5 to D6 after successive exposure to DEX. Hence, the DNB score remarkably escalated when the system approached a triggering phase, suggesting a forthcoming transition in the critical state; in other words, there was a group of DNB molecules with greatly coordinated variations close to the preosteoporosis phase, in contrast with the nonosteoporosis and osteoporosis phases.

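The 473 DNB members of the paper are not listed in the materials at hand. For each day, therefore, the 473 genes were taken whose within-day SD of log2 CPM was highest relative to the mean SD of the other days. On its own genes, the mean SD (SDin) was 1.48 on D3, 0.64 on D4, 0.773 on D5, 1.08 on D6 and 0.994 on D7. The mean absolute Pearson correlation between the genes of a group (PCCin) was 0.920 on D3, 0.780 on D4, 0.736 on D5, 0.949 on D6 and 0.928 on D7. With the other genes (PCCout) it was 0.774 on D3, 0.716 on D4, 0.699 on D5, 0.805 on D6 and 0.83 on D7. Each correlation was taken over 3 libraries, for which unrelated random values gave a mean absolute correlation of 0.637. The SDin on D6 was 1.11 times the mean of the other days (one-sided permutation test, p = 0.238, 100 permutations of the day labels within letters). After removal of the replicate block it was 1.16 times that mean (p = 0.228 from the same permutation test). Day means were not removed before the permutation, so a permuted day mixes libraries of different days and contains the changes between them. These p-values therefore do not test the within-day spread alone. Over all 21750 genes the mean within-day SD was 0.415 on D3, 0.412 on D4, 0.416 on D5, 0.520 on D6 and 0.506 on D7.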

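The criticality index combines these measures as the square root of the group's size times PCCin over PCCout times SDin. On each day's own 473 genes it was 38.2 on D3, 15.2 on D4, 17.7 on D5, 27.7 on D6 and 24.2 on D7. The D6 index was 1.16 times the mean of the other days (one-sided permutation test, p = 0.208, 100 permutations of the day labels within letters). After removal of the replicate block it was 1.25 times that mean (p = 0.198 from the same permutation test). Here too, the permuted days contain changes between days. The index was also followed over all days for each group, here without the factor for its size. The group selected on D6 had an index of 0.181 on D3, 0.176 on D4, 0.240 on D5, 1.27 on D6 and 0.248 on D7. Every group was highest on the day on which it was selected, by 2.92 to 6.02 times the mean of its other days, and the selection by relative SD favours this for any day. In the D6 group, the c library was the one farthest from the other 2 libraries for 93.4% of the genes, and in the D3 and D7 groups for 93.9% and 94.1%. In the D4 and D5 groups this share was 56.9% and 66%. Without the c library of D6, the SDin on D6 was 0.760 times the mean of the other days, whereas without the a or the b library it was 1.39 or 1.53 times that mean. With the a and b libraries of all days only, a setting chosen after seeing the data, it was 0.997 times that mean. From the rise of its index, the paper proposes a forthcoming transition near D6.

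**Figure D2:**
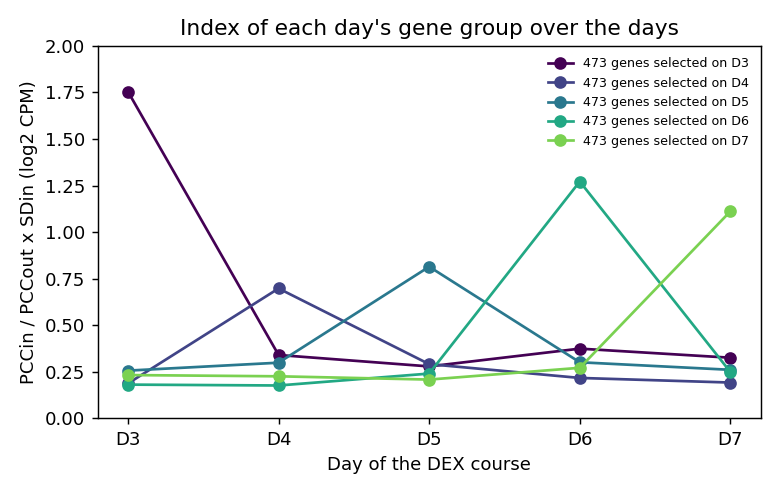
The index PCCin over PCCout times SDin, with SDin in log2 CPM (vertical axis), against the day of the DEX course (horizontal axis). Each line is the group of 473 genes selected on 1 of the 5 days, followed over all days. Each group is highest on the day of its selection, which the selection by relative SD favours, with 1.75 for the D3 group and 1.27 for the D6 group.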

**Fig. 3:**
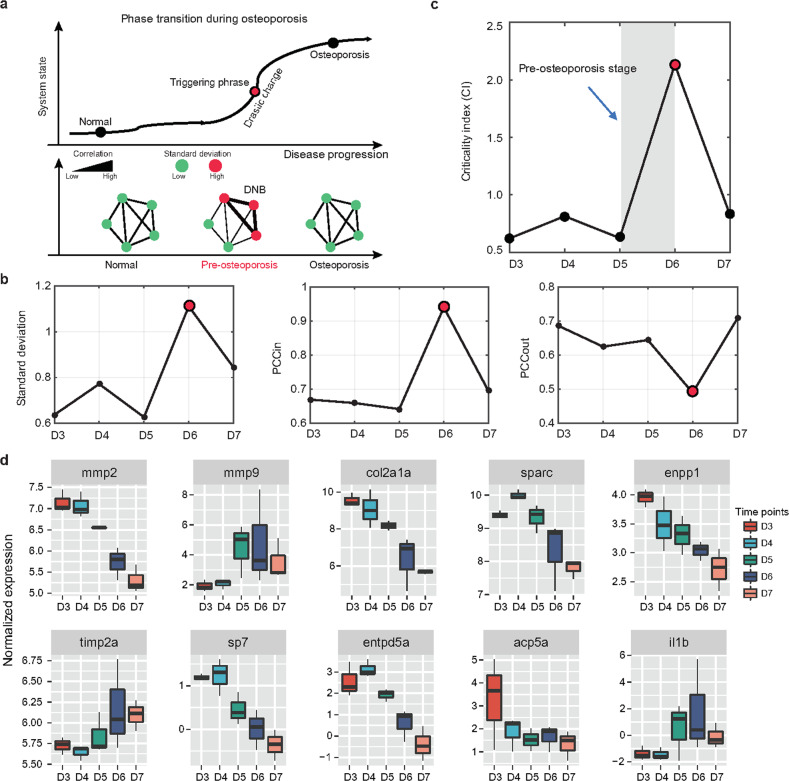
Identifying the triggering phase of osteoporosis by the DNB algorithm. **a** A schematic graph shows a phase transition during osteoporosis (upper panel). Osteoporosis progression can be divided into three stages: nonosteoporosis, preosteoporosis, and osteoporosis. Since the preosteoporosis stage is technically part of the nonosteoporosis stage, traditional biomarkers can show significant differences between the nonosteoporosis and osteoporosis stages due to their static characteristics, but they cannot be used to distinguish between the nonosteoporosis and preosteoporosis stages. Specifically, in the transition from nonosteoporosis to osteoporosis, DNB members showed an enhanced interaction with each other near the triggering phase, whereas they showed decreased interaction after the critical point (bottom panel). The diagram shows that the critical transition for osteoporosis arises at D6 after the addition of DEX, according to standard deviations, (**b**) Pearson correlation coefficients (*PCC*_*in*_ and *PCC*_*out*_) and (**c**) the criticality index over all time points in gene expression profiling. **d** Ten representative osteoporosis-associated genes reported in previous studies were selected from the DNB members and visualized.

DNB molecules are considered to be functionally important biomarkers of this critical phase. We found that many known osteoporosis-associated genes reported in previous studies were identified by the DNB method (Fig. 3d), suggesting the potential power of DNBs for seeking biomarkers for osteoporosis. GO analysis of DNB genes revealed that processes related to inflammatory responses and tight junction organization were strongly enriched (Supplementary Fig. 1a). The KEGG pathway enrichment analysis also revealed the involvement of immune-associated pathways and MAPK signaling pathways in osteoporosis as functional DNB members (Supplementary Fig. 1b). Collectively, these findings suggested that the contribution of DNB genes to osteoporosis is, at least in part, due to the dysregulated expression of genes involved in the cascades required for osteoporosis.

### *cdkn1a* plays a pivotal role based on DNB ranking

To further investigate the functional roles of DNB genes in osteoporosis, we first ranked the DNB genes on the basis of an integrated index with two priorities, consisting of the importance in functional pathways and the significance in networks (see Methods section). Interestingly, *rela* and *jun* ranked first and second, respectively, and both have been reported to function in bone formation and osteoclast differentiation (Fig. 4a)^28–30^. However, little attention was previously paid to the function of *cdkn1a* in osteoporosis, which ranked third in our screening. In addition, differential expression analysis indicated that *CDKN1A* was remarkably upregulated in primary osteoporosis patients compared with healthy donors of both middle and old ages (Fig. 4b, c and Supplementary Fig. 2), suggesting the functional importance for osteoporosis. Furthermore, to explore the actual expression of genes on D6, we validated *cdkn1a* and several representative osteoporosis-associated genes by quantitative real-time polymerase chain reaction (qRT‒PCR) in the WT and DEX-treated zebrafish. The results showed high expression of *cdkn1a*, low expression of osteogenesis-related genes (*sp7*, *sparc*, and *col2a1a*) and high expression of osteoclast-related genes (*mmp9* and *mmp13*) in the DEX-treated group (Fig. 4d). Given these findings, we selected *cdkn1a* as the top candidate for further functional studies.

**Fig. 4:**
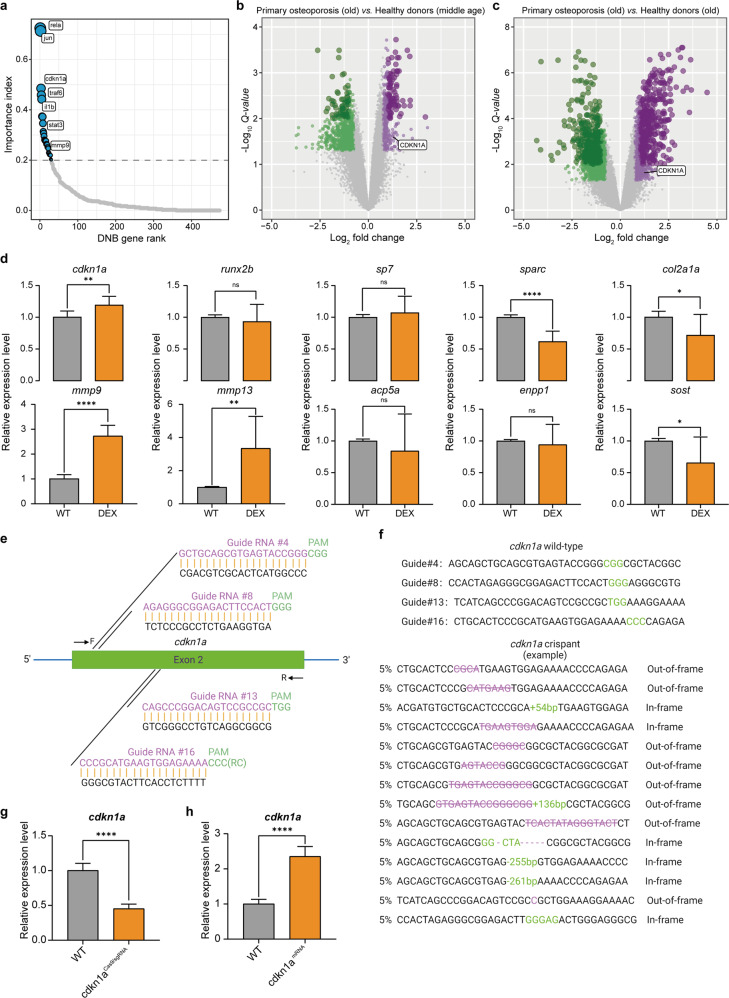
The *cdkn1a* gene is a core DNB member. **a** The diagram illustrates the DNB ranking during the critical transition of osteoporosis based on network degrees and pathway hits. **b**, **c** Volcano plot of differentially expressed genes between primary osteoporosis patients and middle-aged/elderly healthy donors. **d** The relative expression level of representative osteoporosis-associated genes was validated by quantitative real-time polymerase chain reaction (qRT‒PCR) in the wild-type (WT) and DEX-treated zebrafish (*n* = 20). **e** Diagram of the *cdkn1a*-targeting gRNA sequences. CGG, GGG, TGG and CCC (green) are the protospacer adjacent motif (PAM) sequences. Arrows indicate primer positions. **f** In *cdkn1a* crispant zebrafish, representative Sanger sequencing results of the PCR amplicons from 14 individual embryos showed different out-of-frame and in-frame indel mutations induced by Cas9/sgRNA in the targeted sites. Substitutions are represented in purple, deletions are indicated by purple strikethroughs, and insertions are highlighted in green. **g**, **h** The relative expression levels of *cdkn1a* were validated by qRT‒PCR in the WT, *cdkn1a*^Cas9/sgRNA^, and *cdkn1a*^mRNA^-treated larvae (*n* = 20). *P < 0.05, **P < 0.01, ****P < 0.0001, Student’s *t*-test.

### Generation of *cdkn1a* zebrafish crispants and *cdkn1a* mutant zebrafish via the CRISPR/CAS9 system

To better understand cdkn1a function and disease mechanisms, we utilized CRISPR/Cas9-mediated gene editing to induce stable aberrations in the cdkn1a gene. We designed 16 specific sgRNAs in exon 2 of *cdkn1a* (Supplementary Table 1 and 2), and from these, we performed Sanger sequencing of cDNA and finally confirmed four efficient gRNA target sites: sgRNA4, sgRNA8, sgRNA13, and sgRNA16 (Fig. 4e and Supplementary Fig. 3). With this technique, the pool of sgRNAs was coinjected with Cas9 protein in the one-cell stage of the zebrafish embryos, generating F0 *cdkn1a*^Cas9/sgRNA^ mosaic knockout embryos, hereafter referred to as “crispants”^31^. It is currently not possible to verify the protein levels of Cdkn1a in the crispants by western blots due to the lack of a relevant and reliable antibody. Instead, the PCR products were cloned into T vectors for direct DNA sequencing. A total of 20 individual crispant embryos showed 70% insertion or deletion (indel) mutations when injected with sgRNA4, sgRNA8, sgRNA13, and sgRNA16 (Fig. 4f). Additionally, qRT‒PCR showed a notable decrease in *cdkn1a* crispant transcript abundance (Fig. 4g). These results have proven the successful generation of *cdkn1a* knockout crispants. In addition, *cdkn1a*-overexpressing embryos were constructed accordingly. The qRT‒PCR results showed a notable increase in cdkn1a expression levels in the *cdkn1a*^mRNA^-treated group versus the WT group (Fig. 4h).

Furthermore, the siblings of these microinjected F0 embryos were raised to adulthood and outcrossed with WT fish to produce F1 embryos (Supplementary Fig. 4c). Two heritable mutations were obtained, namely, a −26 bp deletion and a −3-6 bp deletion, and F1 fish containing the same mutation were crossed to obtain homozygous *cdkn1a* mutant lines. The sequencing results are shown in Supplementary Fig. 4d and 4e.

### *cdkn1a* participates in osteoclast differentiation by regulating its upstream regulators

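A second count table holds 5 libraries of WT larvae and 5 of cdkn1a crispants, the larvae that grew from embryos injected with Cas9 protein and guide RNAs against cdkn1a. The authors made these counts with the same tools as those of the DEX course and deposited them without normalization. According to the paper's methods, WT and crispant samples were collected on each of 5 days, from 3 to 7 dpf, but the sample labels give no day for any of these 10 libraries. Between 35527879 and 38467088 reads were counted per WT library, with a median of 36622270, and between 30330699 and 38352735 per crispant library, with a median of 36079341. The 23222 genes that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood test on TMM-scaled counts. Since the identifiers are not paired with names, the count of cdkn1a in each library was not analysed here. The header of this table uses some crispant names a second time, so that these columns give the group but no replicate number, and no model with the replicate number as a block was fitted. The libraries fell into 2 sets by their values, and the numbering of the crispant names restarts where the second set begins. The first set held 3 WT and 3 crispant libraries, and the second set held 2 WT and 2 crispant libraries. The first principal component of log2 CPM, with 38.2% of the variance, separated the sets. Libraries of the same group differed by a root mean square of 0.491 in log2 CPM within a set and of 0.761 between the sets. Within a set, a WT and a crispant library differed by 0.627.

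**Figure D3:**
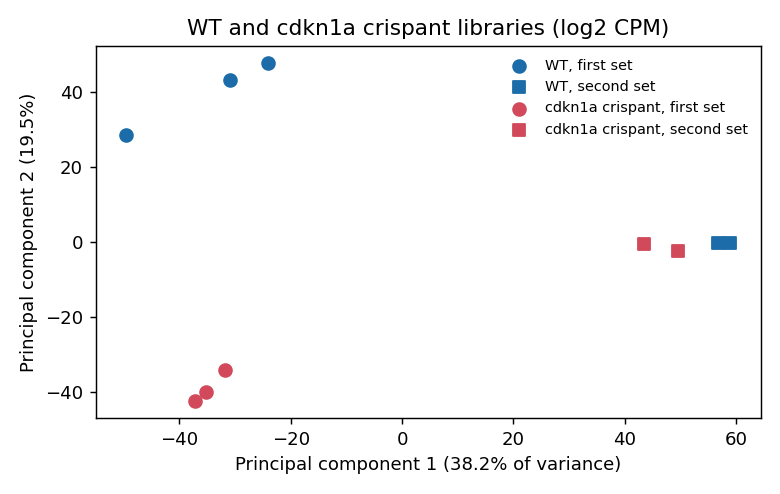
The 10 libraries of WT larvae and cdkn1a crispants on the first and second principal components of log2 CPM (horizontal and vertical axes, with the share of variance of each). Each point is 1 library, coloured by group, with circles for the first set and squares for the second. The first component, with 38.2% of the variance, separates the sets, and WT and crispant libraries of the first set separate on the second component, with 19.5%.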

To determine how *cdkn1a* affects functional pathways, we performed RNA-seq on wild-type and *cdkn1a* knockout zebrafish. We found 2437 DEGs upon *cdkn1a* knockout, 1462 downregulated and 975 upregulated DEGs (Fig. 5a). 

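Between the 5 crispant and the 5 WT libraries, 39 genes passed the thresholds of Fig. 5a, an adjusted p-value below 0.05 and an absolute log2 fold change above 0.3, in edgeR's quasi-likelihood test. Of these, 36 were lower and 3 higher in crispants. At an unadjusted p-value below 0.05 there were 2738 genes. DESeq2 gave 340 lower and 173 higher genes. With the set of libraries as a block in edgeR, a setting chosen after seeing the data, 854 genes were lower and 350 higher, and all 39 genes were among these 1204 with the same direction. Within the first set alone, 2919 genes were lower and 2227 higher. Within the second set alone, 450 were lower and 264 higher. The sets shared 318 of these genes, of which 180 changed in the same direction. Of the 1204 genes called with the block, 1108 were called in the fit of the first set and 229 in that of the second. With all labels of the second set exchanged, the block gave 1209 genes, so its number does not show an effect shared by the sets. Across the 22858 genes tested in both sets, the log2 fold changes had a Pearson correlation of 0.00809, in which genes are not independent replicates. The gene ENSDARG00000102364 had 18 ± 6.81 CPM (SD, n = 5) in crispants and 97.7 ± 42.4 CPM (SD, n = 5) in WT larvae. Its log2 fold change was -2.44 (standard error 0.36, adjusted p = 0.0256 from edgeR's quasi-likelihood test), with -2.49 in the first set and -2.21 in the second. The gene ENSDARG00000053761 had 4.35 ± 0.420 CPM (SD, n = 5) in crispants and 1.89 ± 0.286 CPM (SD, n = 5) in WT larvae. Its log2 fold change was 1.20 (standard error 0.17, adjusted p = 0.0195 from the same test), with 1.1 in the first set and 1.41 in the second. With each library left out in turn, the log2 fold changes stayed between -2.62 and -2.25 and between 1.12 and 1.26. The adjusted p-value rose above 0.05 in 8 of the 10 such fits for the former and in 6 for the latter.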

Notably, a few genes associated with osteogenesis, such as *spp1, timp2a*, and *sparc*, were activated, whereas those associated with osteoclast differentiation, such as *ctsk, mmp13*, and *mmp9*, were repressed upon *cdkn1a* knockout (Fig. 5b). These data were confirmed by qRT‒PCR (Fig. 5c). Functional enrichment analysis suggested that *cdkn1a*-regulated genes were mainly related to HIF-1^32^, AMPK^33^, PI3K-AKT^34^, FoxO^35^, autophagy^36^, and MAPK signaling cascades (Fig. 5d)^37^, all of which have been demonstrated to be upstream regulators of osteoclast proliferation or differentiation. These findings suggested that *cdkn1a* is connected to a set of functional molecules required for osteoclastogenesis (Fig. 5e). To find evidence supporting this, we performed GSEA, and the results clearly indicated a strong decrease in osteoclast differentiation processes upon *cdkn1a* knockout (Fig. 5f). The transcriptome data supported the functional role of *cdkn1a* in osteoclast differentiation.

**Fig. 5:**
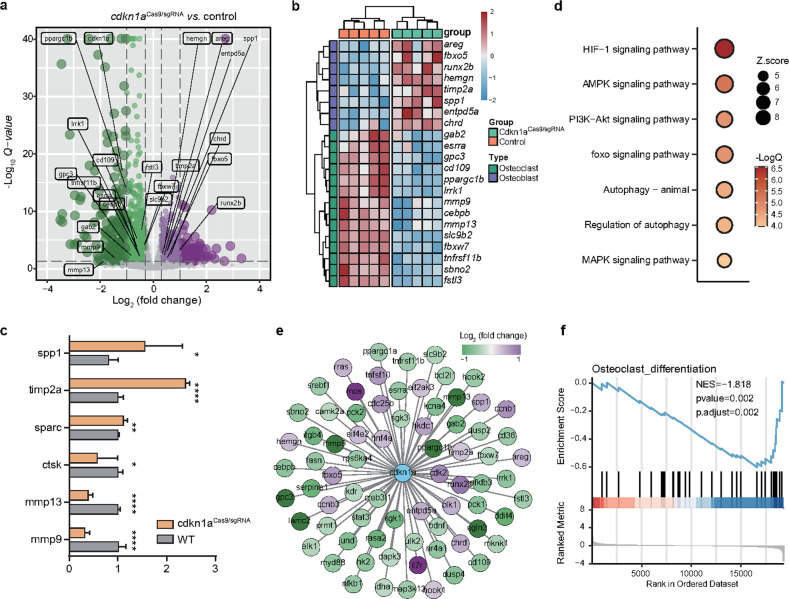
A molecular network required for osteoclast differentiation is modulated by *cdkn1a*. **a** Differentially expressed genes (|log2Fold change | > 0.3 and FDR < 0.05 were used as thresholds) after *cdkn1a* knockout (*n* = 2437 DEGs). **b** Heatmap of the osteoblast- and osteoclast-associated genes between the *cdkn1a*^Case9/sgRNA^ and control groups. **c** The expression changes of representative DEGs after *cdkn1a* knockout were validated by qRT‒PCR. **d** Functional enrichment analysis showing significant KEGG pathways among *cdkn1a*-regulated genes. **e** Global view of the *cdkn1a-*mediated molecular network required for osteoporosis. **f** GSEA showed that osteoclast differentiation was negatively enriched using *cdkn1a*-regulated genes.

### *cdkn1a* negatively regulates osteogenesis of zebrafish larvae

To determine the effect of *cdkn1a* on the formation of early skeletal elements, we performed loss-of-function and gain-of-function experiments and visualized mineralized bone by expressing green fluorescent proteins and ARS in Tg (*Ola. Sp7: nlsGFP*) zebrafish larvae. Bone mass and density were calculated by measuring the fluorescent area and IOD in the WT-, *cdkn1a*^Cas9/sgRNA^, and *cdkn1a*^mRNA^-treated groups at 6, 8, and 10 dpf (Fig. 6a and Fig. 7a). The results of the quantitative analysis showed that the green fluorescence area and IOD of head bone in Tg (*Ola. Sp7: nlsGFP*) zebrafish larvae were significantly higher in *cdkn1a*^Cas9/sgRNA^ but were lower in *cdkn1a*^mRNA^ compared with WT (Fig. 6b and Fig. 7b). Moreover, ARS (Fig. 6c and Fig. 7c) results demonstrated that *cdkn1a*^Cas9/sgRNA^ obviously promoted calcium deposition, whereas *cdkn1a*^mRNA^ impaired the process, leading to decreased mineralization of the notochord. Furthermore, semiquantitative analysis of ARS activity revealed a similar pattern (Fig. 6d and Fig. 7d).

**Fig. 6:**
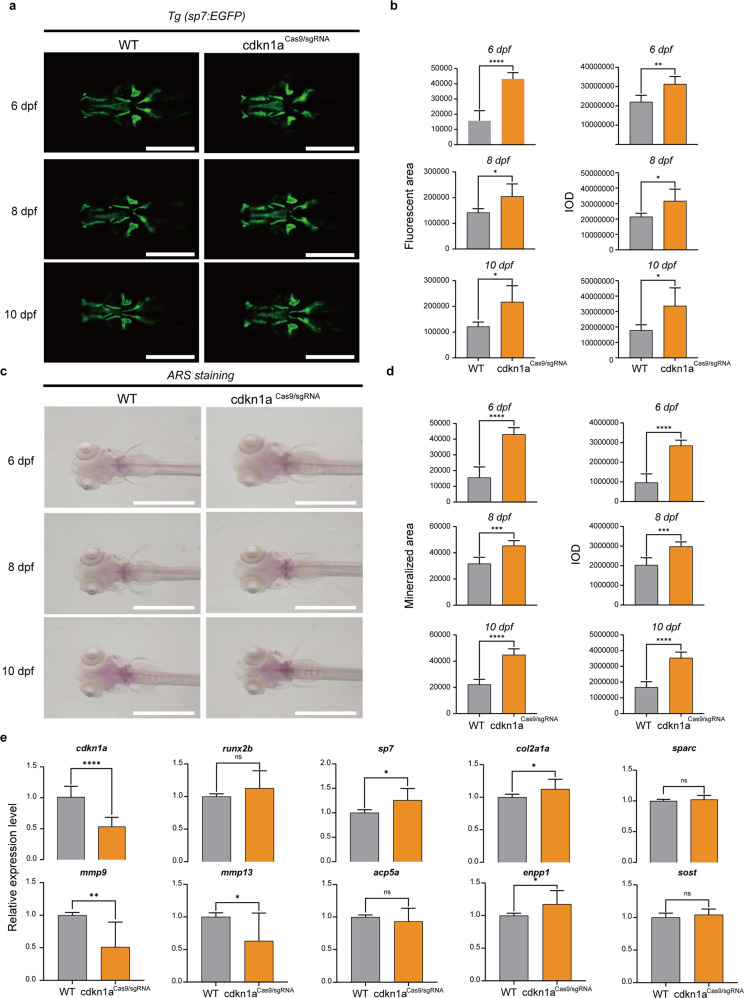
*cdkn1a* crispant zebrafish larvae show increased bone mineralization. **a** Green fluorescent protein (GFP) images of WT and *cdkn1a*^Cas9/sgRNA^-treated zebrafish head regions at 6, 8, and 10 dpf. Scale bars: 500 μm. **b** Semiquantitative analysis of GFP area and IOD (*n* = 6). **c** Alizarin red staining evaluated the effect of *cdkn1a*^Cas9/sgRNA^ treatment on bone mineralization at 6, 8, and 10 dpf compared to that in the WT group. Scale bars: 1 mm. **d** Semiquantitative analysis of Alizarin red staining activity (*n* = 6). **e** mRNA expression levels of genes related to osteoblasts (*runx2b, sp7, col2a1a, sparc*) and osteoclasts (*mmp9, mmp13, acp5a, enpp1, sost*) in the WT and *cdkn1a*^Cas9/sgRNA^-treated groups (*n* = 20). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, Student’s *t*-test.

**Fig. 7:**
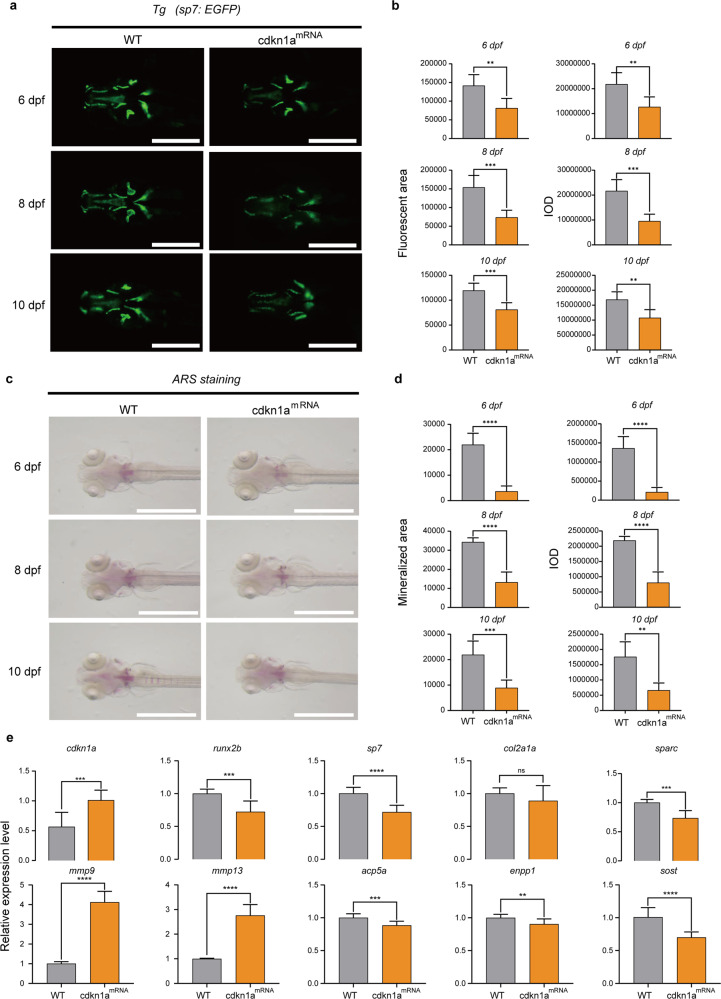
*cdkn1a*^mRNA^-treated zebrafish larvae showed decreased bone mineralization. **a** GFP images of WT and *cdkn1a*^mRNA^-treated zebrafish head regions at 6, 8, and 10 dpf. Scale bars: 500 μm. **b** Semiquantitative analysis of GFP area and IOD (*n* = 6). **c** Alizarin red staining evaluated the effect of *cdkn1a*^mRNA^ treatment on bone mineralization at 6, 8, and 10 dpf compared to that of the WT group. Scale bars: 1 mm. **d** Semiquantitative analysis of Alizarin red staining activity (*n* = 6). **e** mRNA expression levels of genes related to osteoblasts (*runx2b, sp7, col2a1a, sparc*) and osteoclasts (*mmp9, mmp13, acp5a, enpp1, sost*) in the WT and *cdkn1a*^mRNA^-treated groups (*n* = 20). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, Student’s *t-*test.

To further explore the regulatory mechanism of *cdkn1a*, we performed gene expression analysis. Based on previous research, we selected several osteoblast-related genes (*runx2b, sp7, col2a1a, sparc*) and several osteoclast-related genes (*mmp9, mmp13, acp5a, enpp1, sost*). The mRNA expression levels of the osteoblast-related genes *sp7* and *col2a1a* were significantly higher than those in the WT group, and the osteoclast-related genes *mmp9* and *mmp13* were strongly downregulated in the *cdkn1a*^Cas9/sgRNA^ group (Fig. 6e). In contrast, overexpression of *cdkn1a* in zebrafish markedly suppressed the osteoblast-related genes *runx2b, sp7*, and *sparc* and significantly upregulated the osteoclast-related genes *mmp9* and *mmp13* (Fig. 7e). Furthermore, *enppl* was enhanced in the *cdkn1a*^Cas9/sgRNA^ group, and *acp5a, enppl*, and *sost* were markedly suppressed in the *cdkn1a*^mRNA^ group compared to the WT group (Fig. 6e and Fig. 7e).

To determine the knockout effect of *cdkn1a* on bone formation and gene expression, we performed ARS and qRT‒PCR in the WT and *cdkn1a* mutant groups. The results of the quantitative analysis showed that the mineralized area and IOD were significantly higher in the *cdkn1a* mutant group at 6, 7, 8, 9, and 10 dpf than in the WT group (Supplementary Fig. 5a and 5b). Furthermore, the mRNA expression levels of most osteoblast-related genes were significantly increased in the *cdkn1a* mutant group compared with the WT group. Although the mRNA expression levels of the osteoclast-related genes *mmp9, enpp1, ctsk*, and *rankl* showed a slight increase in the *cdkn1a* mutant groups, statistical significance was not reached (Supplementary Fig. 5c). Collectively, these findings again proved that *cdkn1a* negatively regulates the osteogenesis of zebrafish larvae.

### The *cdkn1a* mutant rescued osteogenesis of zebrafish larvae

Previous investigations have documented that DEX remarkably reduces bone mineralization in zebrafish, suggesting that DEX is involved in modulating skeletal development. Whether *cdkn1a* participates in this process remains unclear. To explore the restorative effects of *cdkn1a* knockdown on the osteoporosis model, we performed *cdkn1a* knockdown on zebrafish at 6, 8, and 10 dpf while adding 10 μM DEX mix. Morphological analysis of fluorescent images showed that the DEX-treated group exhibited a significant reduction in fluorescent area and IOD at 6, 8, and 10 dpf in contrast to the WT group, but the DEX-treated *cdkn1a*^Cas9/sgRNA^ group had a greater fluorescent area and IOD than the DEX-treated group, comparable to the WT group (Fig. 8a, b). This finding suggested that *cdkn1a* knockout remarkably inhibits bone loss induced by DEX treatment. These results were consistent with the image analysis of the conventional ARS group (Fig. 8c, d). For gene expression analysis, zebrafish larvae treated with DEX showed a trend toward a reduction in the expression of osteoblast-related genes (*runx2b, sp7, col2a1a*, and *sparc*) and an increase in the expression of osteoclast-related genes *(mmp9* and *mmp13*) compared with those of the corresponding control group (Fig. 8e). Importantly, *cdkn1a*^Cas9/sgRNA^ inhibited the downregulation of osteoblast-specific genes and the upregulation of osteoclast-specific genes induced by DEX. The above results suggested that knockout stimulation of *cdkn1a* can rescue the bone loss caused by DEX.

**Fig. 8:**
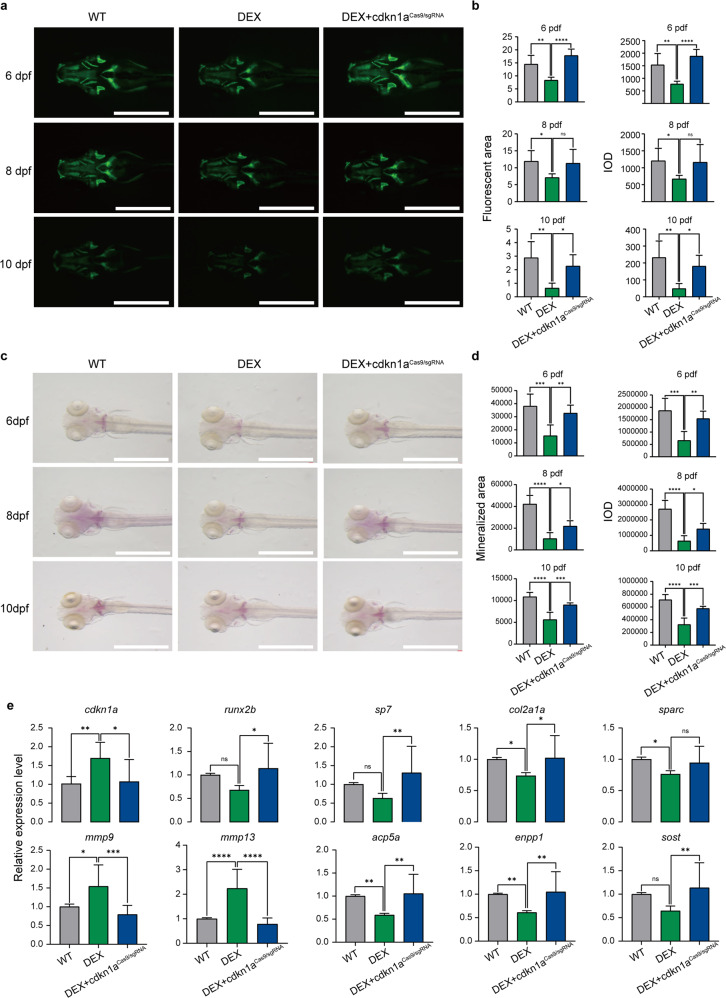
The cdkn1a mutant rescued the osteogenesis of zebrafish larvae. **a** GFP images of WT, DEX-treated and DEX-treated *cdkn1a*^Cas9/sgRNA^ zebrafish head regions at 6, 8, and 10 dpf. Scale bars: 1 mm. **b** Semiquantitative analysis of GFP area and IOD (*n* = 6). **c** Alizarin red staining was used to evaluate the bone mineralization in the WT, DEX-treated, and DEX-treated *cdkn1a*^Cas9/sgRNA^ groups at 6, 8, and 10 dpf. Scale bar: 1 mm. **d** Semiquantitative analysis of Alizarin red staining activity (*n* = 6). **e** The mRNA expression levels of genes related to osteoblasts (*runx2b, sp7, col2a1a, sparc*) and osteoclasts (*mmp9, mmp13, acp5a, enpp1, sost*) in the WT, DEX-treated, and DEX-treated *cdkn1a*^Cas9/sgRNA^ groups (*n* = 20). *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.0001, one-way ANOVA.

## Discussion

Given the high prevalence and seriousness of osteoporosis—a persistent public health issue manifesting as reduced bone strength coupled with an elevated risk of fractures—understanding its pathogenic mechanisms is urgent. One major problem with the treatment strategy of osteoporosis is the inability to identify its triggering phase to enable early precise intervention. To address this, we developed a model for predicting osteoporosis in zebrafish based on the DNB algorithm^7,8^. In contrast with traditional molecular signatures that determine disease condition by comparing the expression of biomolecules in a static approach, the DNB method was superior in establishing the predisease phase (a triggering phase prior to the drastic transition to the disease phase) during the progress of disease through the crosstalk of biomolecules (differential networks) via a dynamic approach.

Here, we established a zebrafish osteoporosis model and evaluated the time-dependent changes in sp7 fluorescence and IOD of ARS upon the addition of DEX from D3 to D7, where a gradual decrease in the intensity was observed. In contrast to molecular signatures identified empirically via “omics” to be “differentially expressed,” DNB theory identified the 6th day as the key node between the healthy state and osteoporosis for the first time, moving the triggering phase prior to the drastic transition to the osteoporosis phase forward by 2 days (from 8 dpf to 6 dpf)^13,38^, and it identified *cdkn1a* as a core member of DNBs. The zebrafish gene *cdkn1a* is a cyclin-dependent kinase (Cdk) inhibitor protein and p53 target gene located on chromosome 22, and it negatively regulates the cell cycle process and prevents DNA replication^39^. It is a key sentinel of the cell cycle and plays an important role in a variety of cellular and physiological processes, including cell proliferation, differentiation, and apoptosis^40^. Regarding the role of *cdkn1a* in bone formation, there are different points of view. Some scholars have reported that the inhibition of *cdkn1a* promotes osteogenic differentiation in progenitor/stem cells^41^. Others have reported that *cdkn1a* can resist osteoporosis by activating the Nrf2/HO-1 signaling pathway^42^. However, the role of *cdkn1a* in zebrafish osteoporosis initiation remains unclear.

The loss and gain of function of osteogenic or osteoclast-related genes are closely associated with the development of osteoporosis. In recent years, RNA-guided CRISPR‒Cas9, a novel genetic approach, has provided an effective means to introduce reusable targeted loss-of-function mutations at specific loci in the genome^43^. To further explore the role of genes involved in osteoporosis, we established one-step generation of an efficient F0 mosaic knockout (crispant) model by CRISPR/Cas9-mediated gene editing with multiple sgRNAs used in zebrafish embryos in this study; this approach was proven by previous studies to have the potential to approximate the stable mutant genotype, so its off-target efficiency could be ignored^31,44^. Based on the above evidence, we further elucidated the function of *cdkn1a* and the disease mechanisms involved in the onset of osteoporosis. Additionally, to further test our hypothesis, we established a pure knockout line. The *cdkn1a* knockout effect indeed confirmed the robustness of our findings about the role of *cdkn1a* and usefulness of the marker as the triggering event in the progression of osteoporosis.

Differential expression analysis between WT and mosaic knockout larvae revealed the underlying mechanisms of *cdkn1a* in the preosteoporosis phase at the network level. Consistent with previous findings, our results suggested that the genes regulated by *cdkn1a* mainly participated in the upstream regulators of osteoclast differentiation. For instance, bone resorption can be stimulated in a HIF-1-dependent manner^45^, and AMPK activation may promote the progression of osteoclastic differentiation^46^. In addition, sustained phosphoinositide-3-kinase (PI3K) signaling elevates osteoclastogenic potential^47^. These results demonstrated that *cdkn1a* was involved in the pathogenesis of osteoporosis, at least in part, by regulating osteoclast differentiation.

To better illustrate the role of *cdkn1a* as an osteoporosis promotor, we performed bone mineralization and endogenous genetic tests on *cdkn1a* knockout and overexpression models. The former was conducted by CRISPR‒Cas9 as previously mentioned, and the latter was generated by the pXT-7 vector. We found that *cdkn1a* repressed bone mineralization and that the expression changes in osteoclast-related genes were more significant than those in osteoblast-related genes. In addition, we tested whether the effect of an osteoporosis inducer, such as DEX, could be reversed by *cdkn1a* knockout. We found that *cdkn1a* knockout reversed the decreased bone mass induced by DEX. Moreover, the alteration of osteoblast-related genes and osteoclast-related gene degradation can be reversed. These results indicate that *cdkn1a* knockout can overcome the osteoporosis phenotype and molecular changes induced by DEX treatment. Overall, our findings confirmed the reliability of the DNB method and the key function of *cdkn1a* in osteoporosis.

Our findings also increased our interest in the relationship between osteoporosis and the expression of the senescence marker *cdkn1a*^48^. In the *cdkn1a* gain-of-function zebrafish model, osteoclast-related gene expression was upregulated, accompanied by mineral absorption, but osteoblast-related gene expression was not changed significantly, which demonstrated a relationship between age and the presence of drug-induced osteoporosis. Previous studies have reported similar results on relationships between aging and osteoporosis^49,50^. These interesting results hinted at the possibility of developing an overlapping strategy for the treatment of aging and osteoporosis or age-related skeletal aging, which would be quite distinct from the current pharmacotherapy for osteoporosis. For example, clearance of senescent cells could slow bone loss, whether age-related or drug-induced, and prevent or treat osteopenia and osteoporosis. Furthermore, another pathway to the development of osteoporosis could be drug-induced disturbance of bone mass leading to phenotypic features suggestive of aging; this may be evidence of a novel aging phenotype associated with bone loss. There is often a reduced bone mass during aging, and whether bone loss could be a hallmark of aging deserves further investigation. Thus, determining the importance of controlling bone mass in the context of aging will further broaden the therapeutic arsenal. Although this study revealed essential discoveries, there are some limitations. First, the current zebrafish model of osteoporosis is mainly induced by glucocorticoids, and its pathological mechanism may not be identical to that of primary osteoporosis. Second, zebrafish larvae are relatively small, so some assays are difficult to perform, such as serum metabolic correlation studies, indicating that more research is needed on larger mammals. Overall, these could be fruitful areas to explore in further research.

In conclusion, we established for the first time a novel way to determine the triggering phase of osteoporosis on the 6th day after DEX treatment, and we provide biological insights into the molecular pathogenesis of osteoporosis from the perspectives of dynamics and networks. In this study, a crispant zebrafish model and a knockout zebrafish model were successfully generated by CRISPR/Cas9 technology. Based on these models, we found that *cdkn1a* influences skeletal development and bone mineralization. Mutations in *cdkn1a* altered the expression of osteoblast-related and osteoclast-related genes. Further experiments revealed that *cdkn1a*-regulated genes were mainly involved in upstream regulators of osteoclast proliferation or differentiation. This study provides a basis to determine the role of *cdkn1a* in bone metabolism and development. We proposed *cdkn1a* as an early-signaling indicator of the preosteoporosis state, against which therapies could be designed, thereby improving our understanding of the molecular pathogenesis of osteoporosis onset for early diagnosis and even mitigation.

## Supplementary information

Supplementary information

Supplementary Table S4

Supplementary Table S5

## Data Availability

All data needed to evaluate the conclusions in the paper are presented in the paper and the Supplementary Information. The GEO accession number for the data reported in this paper is GSE194301.

How the deposited data were processed for this re-analysis (not part of the article)

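RNA-seq counts of 25 zebrafish libraries were analysed: 15 libraries of larvae exposed to 10 µM DEX, 3 on each of 5 days, and 5 libraries each of WT larvae and of cdkn1a crispants. The authors trimmed the reads with Trim-Galore, aligned them with STAR (v2.7.8) to the GRCz11 assembly, counted them on Ensembl genes with HT-Seq (v0.13.5) and deposited the raw counts, without normalization, in 1 table for each of the 2 experiments. The annotation release, the strand setting and the treatment of reads on overlapping genes are not named in the paper's text, so counts of overlapping genes and of near-identical copies are uncertain. Each table lists 32520 genes, and 0 of the identifiers could be paired with a gene name. Hence the gene sets, the scores of osteoblast, osteoclast and autophagy genes, the HIF-1 and p53 lists and the genes named in the paper were not analysed here, although tests of them had been laid out. All per-sample columns of both tables were used.

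Columns of the DEX table were mapped by day, and the letters a, b and c were read as replicates 1, 2 and 3, since the labels number the replicates and the paper's tables and figures use letters. That reading is the pairing behind the replicate block. In the crispant table, some column names occur a second time, and those columns were used as members of the crispant group without a number. The tables were tested separately.

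Tests used R (4.3.3) with edgeR (4.0.16): TMM scaling, filterByExpr, and quasi-likelihood fits with Benjamini-Hochberg adjustment at 0.05, plus an absolute log2 fold change above 0.3 for crispants. DESeq2 (1.42.0) was an alternative test. The DEX course was tested as each day against the other 4, as the paper's methods describe, and between days in a five-group model of all 15 libraries. Expression values for clustering and for the DNB measures were log2 CPM with a prior count of 2. Fuzzy c-means used e1071 (1.7.16) with 6 clusters and the best of 10 random starts. The DNB measures were computed for the 473 genes of each day with the highest ratio of within-day SD to the mean SD of the other days, and tested against 100 permutations of the day labels within letters. Day means were not removed first, so the permuted days also contained changes between days. Named genes were to be the genes that the paper names and, for crispants and for D7 against D3, the 10 largest changes with an adjusted p-value below 0.05, a mean log2 CPM of at least 1 and no overlap between the groups. Because the identifiers have no names, only the largest rise and the largest fall of each comparison are printed, among those with more than 3 counts in some library of each group. This restriction was chosen after their values were seen.

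Depth ranged from 13685297 to 21812411 counts per library in the DEX course and from 30330699 to 38467088 in the crispant table. No pair of libraries of a group agreed within sampling noise: the squared differences of their counts were at least 4.40 times those of binomial sampling. The tests were tested on simulated data, with counts drawn from the real means and library sizes and 200 genes changed by 2 on the log2 scale. In the simulated course, the one-against-others comparisons recovered 97.5% and the comparison of D7 with D3 recovered 79.5% of the changed genes. These genes were well counted and changed on D7 only, and the simulated libraries had no other difference between days or letters. The real days and letters did differ, so these shares do not give the power of the tests there. In simulated crispants, which had no difference between sets, 100% were recovered. A DNB group of 473 genes on D6 was simulated apart, with random values in place of counts, and was recovered to 98.7%. Its SDin on D6 was 4.84 times the mean of the other days, against 1.11 in the real data. The simulated values had no day or letter effects, so this recovery does not show that a weaker group would be found in the real libraries. The alternatives covered DESeq2, RLE scaling, no filter, at least 10 counts in every library, the replicate block, other models, other clustering and DNB settings and leaving out each library. The set of crispant libraries as a block, each set alone, the a and b libraries alone, other models with the replicate block and the clusters of the DEGs of the five-group model were chosen after seeing the data. All alternatives apart from those were set before the data were examined.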

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

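All tests in this part were chosen after the result was seen. The change in crispants against WT differed between the 2 sets of libraries. In a model of all 10 libraries with the set, the group and their interaction, 3481 of 23222 genes had an interaction with an adjusted p-value below 0.05 (edgeR's quasi-likelihood test), of which 1974 were higher and 1507 lower in the second set. DESeq2 gave 3847 genes. The sets hold 6 and 4 libraries and are not conditions. They were found from the values, and the numbering of the crispant column names restarts at the first library of the second set, so for crispants the sets match the names. No label states a batch, day or clutch for them.

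Exchanging crispant and WT libraries within the sets gave as many genes in 1 of the 60 possible splits, the real one. The next highest number came from the split that exchanges all labels of the second set and leaves those of the first. A difference in depth could not account for the number, since 3388 genes still differed once every library was thinned to 30330699 counts. The share of counts on the 10 highest genes differed by 0.325 percentage points between the sets. Between crispants and WT it differed by 0.284 in the first set and by 0.673 in the second, so this comparison leaves open whether a few genes taking many counts play a part. Labels exchanged throughout 1 set would not account for the difference, since 3318 genes still differed once those of the second set were exchanged. Such an exchange over a crispant effect shared by the sets would also give log2 fold changes of opposite sign, whereas their correlation across genes was 0.00809. A difference in developmental stage was tested with the D7 against D3 change of the DEX course as a measure of stage. Once that part was removed, the correlation between the sets was 0.0366, so its removal did not make the sets alike. On the day axis of the course, the WT libraries of the second set lay 0.523 days ahead of those of the first. Crispants minus WT was 0.0628 days in the first set and -0.516 days in the second. The second set alone did run against that change, with a correlation of -0.316 across genes, and 13.7% of its called genes moved with it. The course contains DEX exposure as well as stage, so this measure is indirect and a part played by stage remains open. GC content, gene length and reads from other sources were not tested, and the count of cdkn1a, which would check the labels, was not used because the identifiers have no names. The set may be a library batch, another clutch or another day, and these cannot be told apart from a difference in the effect of the crispant itself.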

How the results depend on the processing

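Which alternatives were set in advance is stated with the processing. The number of DEGs in any of the 5 one-against-others comparisons of the DEX course was 1729. It stayed within 1.5 times that number with RLE scaling, without a filter and with at least 10 counts in every library (1735, 1386 and 2124). It was 4914 with DESeq2, 3071 with the replicate block and 5128 with the five-group model. With 2 choices made after seeing the data, it was 6672 for DESeq2 with the replicate block and 8369 for the five-group model with the replicate block. It ran from 26 to 3921 genes across the 15 fits that each left out 1 library. The lowest came without the a or the b library of D3 and the highest without the c library of D6. Days permuted within letters gave as many genes in 1 of the 40 arrangements, the real one, and the highest number among the 37 arrangements that part the D3 libraries was 371. The other 2 keep the D3 libraries together and repeat the 1716 calls of D3.

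Between D7 and D3, 5493 genes were called. The 6 alternatives set in advance other than leaving out a library stayed within 1.5 times this number. The a and b libraries alone, a choice made after seeing the data, gave 11048. The 15 fits that each left out 1 library gave from 3283 to 6469 genes, and those without the a or the b library of D3 (3283 and 3409) were beyond 1.5 times. Between D4 and D3, the number was 41. It was 243 with DESeq2, 133 with the replicate block, 10 with the 6 libraries compared only, and 4374 with the a and b libraries alone, and from 1 to 697 with 1 library left out. Between D5 and D4, the number was 2. It was 101 with DESeq2, 61 with the replicate block, 0 with the 6 libraries compared only (2009 at an unadjusted p-value below 0.05), 761 with the a and b libraries alone, and from 0 to 12 with 1 library left out. Between D6 and D5, the number was 0 (1313 at an unadjusted p-value below 0.05). It was 106 with DESeq2, 42 with the replicate block, 1 with at least 10 counts in every library, 666 with the a and b libraries alone, and from 0 to 3 with 1 library left out. Between D7 and D6, the number was 0 (907 at an unadjusted p-value below 0.05). It was 22 with DESeq2, 2 with the replicate block, 479 with the a and b libraries alone, and from 0 to 12 with 1 library left out. Of the 10 splits of 3 libraries against 3, only 4 part the libraries with the same letter as the days do, so no share under 0.05 was possible. The real split was the only 1 of the 4 with as many genes for D7 against D3, D4 against D3 and D5 against D4. For D6 against D5 and for D7 against D6 the real number was 0, so that all 4 splits gave as many by construction and show nothing. The 6 splits left aside keep a pair of same-lettered libraries together.

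Crispants against WT gave 39 genes, and no fold change threshold, RLE scaling, no filter and at least 10 counts in every library gave 39, 36, 36 and 37. DESeq2 gave 513 genes, of which 33.7% were higher in crispants, against 7.69% in edgeR. With choices made after seeing the data, the number was 1204 with the set as a block, 2092 with the set as a block in DESeq2, 5146 in the first set and 714 in the second. The 10 fits that each left out 1 library gave from 9 to 157 genes. Of 100 splits of the 10 libraries, drawn from 126, 4 gave as many genes. Besides the real one, 3 of these place the libraries by set and gave 3271 to 4925 genes, more than the real split, and in these the set stands in the place of the condition. With the set as a block, 2 of the 60 splits within the sets gave as many genes, the real one and the one that exchanges all labels of the second set (1209 genes). In the first set alone, 1 of the 10 splits did, the real one, and 10 splits cannot give a share under 0.05. No paired analysis was possible because 4 of the 5 crispant columns have names that occur a second time, which leaves 1 crispant column with a number of its own.

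In the clustering, on genes called almost entirely by D3 against the other days, 13 libraries fell on the sides named by the paper. The number was 11 with average linkage, 11 with Ward linkage, 15 with the Pearson distance, 12 after removal of the replicate block and 13 with the 1000 most variable genes. It ran from 11 to 14 of 14 libraries with 1 library left out. The smallest branch with all 3 D6 libraries held 6 libraries, and 9 with average linkage, 7 with the Pearson distance and 11 with the 1000 most variable genes. Clusters highest on D6 held 314 genes. They held 550 with the DEGs of the replicate block, 0 of 4904 with the DEGs of DESeq2, 706 with the DEGs of the five-group model (chosen after seeing the data), and from 0 to 322 with 1 library left out.

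The D6 SDin over the mean of the other days was 1.11. It fell below 1 with 100 genes per day (0.960) and with the a and b libraries alone (0.997), and it lay between 0.760 and 1.53 with 1 library left out. Its permutation p-value lay between 0.0594 and 0.703 over those fits. The D6 criticality index over the mean of the other days was 1.16, and with 100 genes per day it was 0.996. The highest value under the alternatives set in advance was 1.33, with the variance-stabilized counts of DESeq2. No setting gave a permutation p-value below 0.05 for either ratio. Permuted days also contain changes between days, so this does not show that the spread on D6 was like that of other days. The cause of these changes was not tested, apart from those given under other observations. DESeq2 gave no p-value for ENSDARG00000100504. The tests of gene sets and lists, and of the genes named in the paper, were not run, because the identifiers have no names. Depth limits the falls of D7 against D3, since ENSDARG00000104540 had 1 to 7 counts per library on D7.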

Differences from the paper's values

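The paper reports 7344 DEGs in the DEX course, and 1729 were found here. Of the alternatives set before the data were examined, DESeq2 (4914) and the five-group model (5128) came within 1.5 times of the paper's number, and the other 19 did not. DESeq2 with the replicate block (6672) and the five-group model with the replicate block (8369) also came within that range, and both were chosen after seeing the values.

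For crispants, the paper reports 2437 DEGs, 1462 lower and 975 higher, and 39 were found here, 36 lower and 3 higher. None of the alternatives set before the data were examined closed the gap. DESeq2 with the set as a block gave 2092 genes, 1322 lower and 770 higher, within 1.5 times of the paper's numbers, and it was chosen after seeing the values.

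In Fig. 2b, the clusters that the paper describes as highest on D6 hold about 2200 genes, read by eye, against 314 here. The totals clustered differ, with 7344 DEGs in the paper and 1729 here, of which the 314 are 18.2%. None of the alternatives set before the data were examined closed the gap. With other DEGs, the number was 550 of 3071 for the replicate block and 0 of 4904 for DESeq2. The remaining alternatives used the same 1729 DEGs, fewer than 2200, and so say nothing about this gap.

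The plots of Fig. 3 were read by eye and are compared with the 473 genes selected here on D6. The SDin is about 0.64 on D3, about 0.77 on D4, about 0.63 on D5 and about 0.84 on D7 in Fig. 3b, against 0.186, 0.179, 0.242 and 0.260 here. None of the alternatives set before the data were examined closed these gaps, and all of them used the same rule of selection, a high SD on D6 relative to the other days, which by itself favours low values on those days. The PCCout on D6 is about 0.49 in Fig. 3b against 0.805 here. Among the alternatives set before the data were examined, selecting from the DEGs only (0.721) came within 1.5 times of it, and the other 4 did not. The paper's value lies below the 0.637 that unrelated random values gave over 3 libraries. That random level would also come within this range, so the closeness of 0.721 says little. The criticality index is about 0.62 on D3, about 0.80 on D4, about 0.63 on D5, about 2.1 on D6 and about 0.83 on D7 in Fig. 3c, against 0.181, 0.176, 0.240, 1.27 and 0.248 here, without the factor for size. None of the alternatives set before the data were examined, all with that rule, closed these gaps.

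The paper shows the correlation with other genes at its lowest on D6. Here it was higher on D6 (0.805) than on the other days, on which it lay between 0.653 and 0.713. The paper places all D3 and D4 libraries in 1 branch, and 13 of the 15 libraries fell that way here, or 15 with the Pearson distance, an alternative set before the data were examined. The paper describes a cluster that rises to D4 and then falls. No cluster of the 1729 DEGs was highest on D4, and these DEGs were called almost entirely by D3 against the other days. With the DEGs of DESeq2, an alternative set before the data were examined, 1 cluster of 572 genes was highest on D4 (0.85, against 0.80 on D3) and then fell. With the DEGs of the replicate block, also set before the data were examined, no cluster was highest on D4. With the DEGs of the five-group model, chosen after seeing the values, no cluster was either.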

Other observations

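The tests of a single D6 library, of correlations over 3 libraries, of developmental stage and of collection days were laid out before the data were examined, and the others in this part were chosen after the results were seen. The higher within-day spread on D6 could rest on a single library. Without the c library of D6, the D6 SDin was 0.760 times the mean of the other days, and without the a or b library it was 1.39 or 1.53 times that mean. The c library was the farthest from the others on every day, so leaving it out of D6 alone lowers this ratio in any case, and this test does not settle the question. With the a and b libraries of all days only, the ratio was 0.997. Low depth of the c library of D6 does not explain the spread, since it had 16308529 counts, more than either other D6 library. The c library had the most counts on every day, and the DEX libraries were not compared at equal counts. A part played by a difference in depth therefore remains open. Despite its counts, the c library had the fewest genes with any count and the lowest TMM factor of its day on every day. On D6 it had 25161 such genes, against 25495 and 25775 in the a and b libraries. This difference of the c libraries was thus not confined to D6, and its source was not tested. A further hypothesis was that the c libraries were further along in development. On a day axis fitted to the a and b libraries, the c libraries were ahead by 0.00779 days relative to the others (exact two-sided permutation test over 3003 regroupings, p = 0.972), and a c library was the farthest ahead on 2 of the 5 days. This hypothesis found no backing. Relative to their nominal days, the c library of D3 lay at 0.831 days and that of D7 at -1.07 days on this axis. The c library of D6 lay at 5.98 days, close to its nominal day and away from the libraries of D3, D4 and D5. The c library of D7 lay at 5.93 days, so an exchange of the labels of these c libraries was not excluded. The c libraries also deviated together from their day means, with a mean correlation of 0.558 across genes. Removal of the mean effect of each letter left the ratio for SDin at 1.16, against 1.11 before, and the ratio for the index at 1.25, against 1.16. This does not settle whether such an effect underlies the excess on D6, because an effect of the c libraries that differs in size between the days is not removed by it. The excess did not stand apart from permuted days in any of these settings (p = 0.228 for SDin after the removal, one-sided permutation test). Since permuted days also contain changes between days, this does not show that D6 was like the other days. An unusual single library, such an effect of the c libraries and a state of the D6 larvae were not told apart.

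The mean absolute correlation between ordinary genes over the 3 libraries of a day was between 0.673 and 0.763, and unrelated random values gave 0.637. Unrelated genes over 3 libraries would therefore already give a level near 0.637. What raises PCCin and PCCout above that level was not tested.

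Few genes differed between successive days. A candidate explanation is the difference between the c libraries and the others. With the a and b libraries alone, the number between D3 and D4 rose from 41 to 4374. These libraries were taken because they differed least from each other, which by itself lowers the spread and raises the number, so the test does not settle the explanation. Whether the a and b libraries of a day come from larvae of 1 clutch or pool is not known.

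Few genes were called in crispants without a block. The difference between the 2 sets of libraries may account for part of this, since 1204 genes were called with the set as a block, against 39 without it. The block gave 1209 genes with all labels of the second set exchanged, so its number does not show a crispant effect shared by the sets. Of the 1204 genes, 1108 were called in the fit of the first set and 229 in that of the second. Developmental stage was tested as an explanation of the crispant changes themselves. Across genes, their log2 fold changes had a correlation of -0.125 with those of D7 against D3, and 10 of the 38 called genes that could be compared moved in the same direction. This left the question open. The paper's methods give 5 collection days for WT larvae. The 5 WT libraries spanned 0.577 days on the day axis of the DEX course, against 3.83 days between the day means of the course and up to 0.889 days within 1 day. A spread over 5 days is not seen in them. The axis also contains the effect of DEX, and no biological explanation was tested for this pattern.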
